A study of Homo sapiens with 6 samples.

How the data were processed

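RNA was profiled in 6 libraries of neurons induced with microRNAs from a human fibroblast line, sampled at post-induction day 21, with 2 libraries each for DMSO, DAPT and SAHM1. The labels name the treatments and replicate numbers. They give no dose, aligner, genome build, strandedness or read counter, so no coordinates are given and reads that overlapping genes, antisense genes or near-identical gene copies share could not be separated. Genes are identified by the Ensembl IDs and symbols of the table.

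The authors deposited a single table of CPM values, which are read counts normalized to library depth, for all genes, per the file headers. It held 60871 entries, of which 200 repeated an Ensembl ID and were dropped, leaving 60671 genes. Every value was a whole multiple of a constant step in its library, so read counts could be recovered by dividing by that step. The recovered totals were 46940652 and 46285606 reads for DMSO, 40730867 and 45416146 for DAPT, and 42666931 and 44285867 for SAHM1. No further scaling between libraries was visible in the deposited CPM values, which added up to the same total in each library by construction. Replicates differed beyond counting noise, with mean chi-square values per gene of 7.54 for DMSO, 10.9 for DAPT and 14.3 for SAHM1.

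The tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Genes with at least 1 CPM in at least 2 libraries (19568) were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), in one model over the 6 libraries with 3 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg. The threshold was an adjusted p under 0.05. The contrasts were DAPT against DMSO, SAHM1 against DMSO, DAPT against SAHM1, and the mean of both inhibitors against DMSO. The named genes were the 5 largest rises and the 5 largest falls among protein-coding genes past the threshold with no overlap between the libraries of the groups, the Notch targets, and members of shifted lists. A fold against a group with at most 3 reads in each library was computed against the level of 3 reads.

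Lists of Notch targets, Notch pathway components, proneural factors, neuronal genes, neurite and axon extension genes, fibroblast genes, contractile genes, cell cycle genes, cholesterol synthesis genes and interferon response genes were tested with camera in limma at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. Medians of lists are given relative to the median of all tested genes. The correlation and overlap of the 2 inhibitor effects were set against 100 simulated draws of unchanged groups that share the DMSO libraries.

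The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a filter on a mean of at least 5 CPM, median-of-ratios scaling, quantile normalization, a fit of only the groups compared, a replicate block, eBayes without trend and with robust hyperparameters, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, and leaving out each library in turn. CPM recomputed without mitochondrial genes and edgeR without TMM scaling were added after the data were seen. Leaving out a library leaves a group with a single sample, so only fold changes and counts of 2-fold differences are given there.

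Explanations were tested with 5 further lists (abundant fibroblast transcripts outside the matrix, immediate early genes, BMP target genes, REST target genes and nuclear-retained RNAs), which were written after the first results but before the values of the lists were seen. They were set against 10000 random lists matched on mean expression. None of their genes belongs to one of the 10 lists above. GC content, transcript length and 3′ untranslated regions came from GENCODE 29, whose IDs matched 98.2% of the tested genes. Fold changes were corrected with a loess fit on GC content and length. Sites for the conversion microRNAs were counted as heptamers in 3′ untranslated regions and compared with 100 shuffled heptamers each.

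The procedures were tested on simulated counts drawn from the means, totals and dispersions of these libraries. In the DAPT group 200 genes with a mean of at least 5 CPM were changed 2-fold, equally many higher and lower. limma recovered 188 of the 200 (94.0%) with 10 false calls among 19032 genes tested, edgeR recovered 189 with 6 false calls and DESeq2 recovered 191 with 18. These counts held no shift of most genes in a common direction, so they do not test the procedures under such a shift.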

Results

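Gene expression was measured by RNA sequencing in neurons made from human fibroblasts by microRNA-induced conversion, at day 21 after induction. The cells had been treated with the solvent DMSO, with DAPT or with SAHM1, and each treatment had 2 libraries. DAPT inhibits the γ-secretase that releases the active fragment of Notch receptors, and SAHM1 is a stapled peptide that blocks the Notch transcription complex. The 6 libraries held between 40730867 and 46940652 counted reads, so that the floor of 3 reads corresponded to 0.0639 to 0.0737 CPM, the read count of a gene normalized to library depth. This floor covers counting error only. Of the 60671 genes listed, 19568 reached 1 CPM in at least 2 libraries and were tested. Values below are group means in CPM with the standard deviation (SD, n = 2), and fold changes are differences of mean log2(CPM + 1).

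Replicates of a group differed by a median of 0.12 to 0.15 on the log2 scale across genes. The first principal component held 73.7% of the variance and placed DAPT between DMSO and SAHM1, with scores of -45.2 and -45.4 for the DMSO libraries, 11.2 and 8.32 for DAPT, and 37.0 and 34.2 for SAHM1. The share of reads from the mitochondrial genome was 5.05% ± 0.33 under DMSO, 8.08% ± 0.46 under DAPT and 8.56% ± 1.18 under SAHM1. The median fold change of all tested genes was -0.15 for DAPT and -0.27 for SAHM1, and scaling the libraries on the typical gene (median of ratios) moved these medians to -0.01 and -0.01. Fold changes are therefore also given relative to the median of all genes, called relative fold changes.

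Genes that Notch signalling activates were examined to show how the treatments acted on the pathway. Of the 9 target genes on the list, 6 were tested. HES4, HES5 and NRARP were below the expression limit, and HES5 had at most 2 reads in any library. HES1 (ENSG00000114315) was higher under both inhibitors. It rose from 7.77 ± 1.24 CPM under DMSO to 16.7 ± 3.30 under DAPT and 23.0 ± 1.53 under SAHM1. Its log2 fold change was 1.005 for DAPT (standard error 0.15, limma adjusted p 0.000126) and 1.46 for SAHM1 (limma adjusted p 1.05e-06). HES1 stayed past the threshold under every scaling, at 1.15 and 1.73 under median-of-ratios scaling.

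HEYL (ENSG00000163909) fell from 13.3 ± 1.98 CPM to 9.01 ± 0.965 under DAPT and 8.64 ± 3.07 under SAHM1, with log2 fold changes of -0.51 (limma adjusted p 0.0497) and -0.60 (limma adjusted p 0.0151). One SAHM1 library decided much of the second value, which was -0.27 without SAHM1 replicate 1 and -0.93 without SAHM1 replicate 2. HEY1 (ENSG00000164683) fell from 7.25 ± 0.626 CPM to 5.38 ± 0.759 and 5.15 ± 0.352, with log2 fold changes of -0.37 (limma adjusted p 0.105) and -0.42 (limma adjusted p 0.0482). Both genes stayed lower under median-of-ratios scaling and quantile normalization, but neither was past the threshold there under either inhibitor, and the smallest limma adjusted p was 0.148. HEY2 (ENSG00000135547) was 2.26 ± 0.0230 CPM under DMSO, 2.81 ± 1.05 under DAPT and 0.907 ± 0.0900 under SAHM1. Its log2 fold change was -0.78 for SAHM1 (limma adjusted p 0.00571), and the limma adjusted p was 0.0591 under quantile normalization. For DAPT it was 0.20 (limma adjusted p 0.506), and -0.09 without DAPT replicate 1. NOTCH3 fell from 47.6 ± 1.58 CPM to 41.9 ± 0.157 and 38.9 ± 2.08, and its log2 fold change for SAHM1 of -0.29 (limma adjusted p 0.0188) equalled a relative change of -0.02 and was 0.0021 under median-of-ratios scaling. DTX1 did not pass the threshold under either inhibitor.

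For DAPT, 2 of the 6 target genes passed the threshold, 1 higher and 1 lower, and adjusted over the list alone the count was also 2. For SAHM1, 5 passed, 1 higher and 4 lower, and adjusted over the list alone the count was also 5. Median-of-ratios scaling left 1 gene for DAPT and 2 for SAHM1. As a list, the target genes were not called by camera, with relative medians of 0.005 for DAPT and -0.09 for SAHM1 (camera in limma, adjusted p 0.766 and 0.972). These medians ran from -0.0396 to 0.0516 and from -0.161 to 0.00226 across fits that each left out one library.

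**Figure D1:**
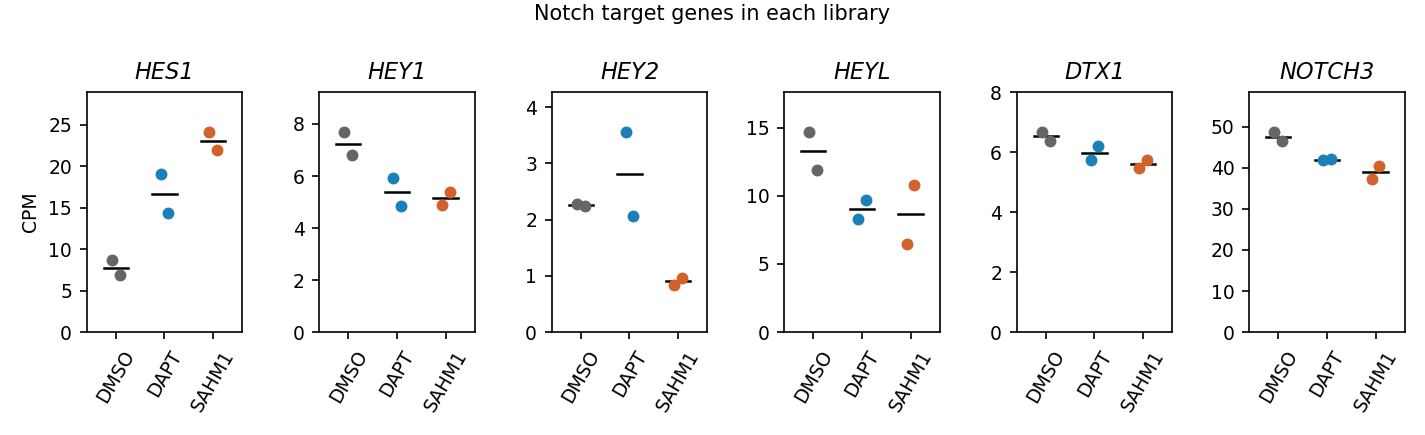
CPM of the 6 tested Notch target genes in each library (points) with the group means (lines), each panel with its own axis from 0. HES1 was higher in all 4 inhibitor libraries than in both DMSO libraries, and HEY1 and HEYL were lower in all 4.

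DAPT was compared with DMSO to find the genes that differed under this inhibitor. Inhibition of the pathway was not measured here apart from the target genes above, so the comparisons are between treatment labels. limma with Benjamini-Hochberg adjustment called 6403 genes at an adjusted p under 0.05, or 32.7% of those tested, with 1589 higher and 4814 lower. The alternative that moved this count most was testing every gene with any read, which gave 3212. The direction depended on scaling: median-of-ratios scaling gave 4971 genes, 2730 higher and 2241 lower, of which 3830 were also called in the same direction on the deposited scale. A 2-fold difference of group means was reached by 200 genes that were higher and 302 that were lower, all of them past the threshold, and under median-of-ratios scaling by 316 that were higher and 189 that were lower.

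Among protein-coding genes past the threshold without overlap between the libraries of the groups, the 5 largest rises under DAPT were in CCL8, MGP, SFRP2, CXCL1 and SFRP4. CCL8 (ENSG00000108700), a chemokine, had 0 and 2 reads under DMSO and 26.9 ± 8.57 CPM under DAPT, at least 415-fold higher than the floor. MGP (ENSG00000111341), an extracellular matrix protein, rose from 11.04 ± 0.982 to 152 ± 1.17 CPM. Its log2 fold change was 3.67 (standard error 0.09, limma adjusted p 4.55e-14), or 3.82 as a relative fold change. SFRP2 (ENSG00000145423) rose from 2.98 ± 1.03 to 32.05 ± 17.02 CPM, CXCL1 (ENSG00000163739) from 3.10 ± 0.136 to 32.7 ± 14.3, and SFRP4 (ENSG00000106483) from 78.0 ± 12.2 to 598 ± 59.6. The 5 largest falls were in CYP1A1, NGFR, CAMKV, SCG3 and CHRNB2. CYP1A1 (ENSG00000140465) fell from 88.5 ± 3.82 to 15.7 ± 1.16 CPM. Its log2 fold change was -2.42 (standard error 0.13, limma adjusted p 2.93e-10), or -2.27 as a relative fold change. NGFR (ENSG00000064300), a neurotrophin receptor, fell from 136 ± 1.63 to 26.7 ± 3.94 CPM, CAMKV (ENSG00000164076) from 25.7 ± 0.741 to 5.16 ± 0.692, the secretory granule gene SCG3 (ENSG00000104112) from 205 ± 15.5 to 52.0 ± 0.742, and the acetylcholine receptor subunit CHRNB2 (ENSG00000160716) from 18.5 ± 0.715 to 4.10 ± 0.00327.

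SAHM1 was compared with DMSO to ask the same of the second inhibitor. limma with Benjamini-Hochberg adjustment called 10072 genes, or 51.5% of those tested, with 1900 higher and 8172 lower. Median-of-ratios scaling gave 7250, with 3869 higher and 3381 lower, of which 5281 were also called in the same direction on the deposited scale. A 2-fold difference was reached by 420 genes that were higher and 814 that were lower, and under median-of-ratios scaling by 686 that were higher and 375 that were lower.

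The 5 largest rises under SAHM1 were in CCL8, MGP, CXCL1, ISLR and MFAP4. CCL8 reached 164 ± 35.7 CPM, at least 2531-fold higher than the floor. MGP reached 578 ± 78.5 CPM, and CXCL1 reached 156 ± 5.29 CPM. The log2 fold change of MGP was 5.58 (standard error 0.09, limma adjusted p 3.38e-17), or 5.85 as a relative fold change. ISLR (ENSG00000129009) rose from 8.90 ± 0.276 to 229 ± 8.72 CPM and MFAP4 (ENSG00000166482) from 8.70 ± 0.323 to 223 ± 3.91. The 5 largest falls were in CYP1A1, CAMKV, SCG3, SEZ6L and ACTL6B. CYP1A1 fell to 5.89 ± 0.887 CPM, CAMKV to 1.60 ± 0.0584 and SCG3 to 19.2 ± 1.32. The log2 fold change of CYP1A1 was -3.71 (standard error 0.13, limma adjusted p 2.65e-13), or -3.44 as a relative fold change. SEZ6L (ENSG00000100095) fell from 24.7 ± 3.58 to 1.77 ± 0.214 CPM. ACTL6B (ENSG00000077080), a subunit of the neuronal BAF chromatin complex, fell from 32.1 ± 2.67 to 2.75 ± 0.121 CPM.

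**Figure D2:**
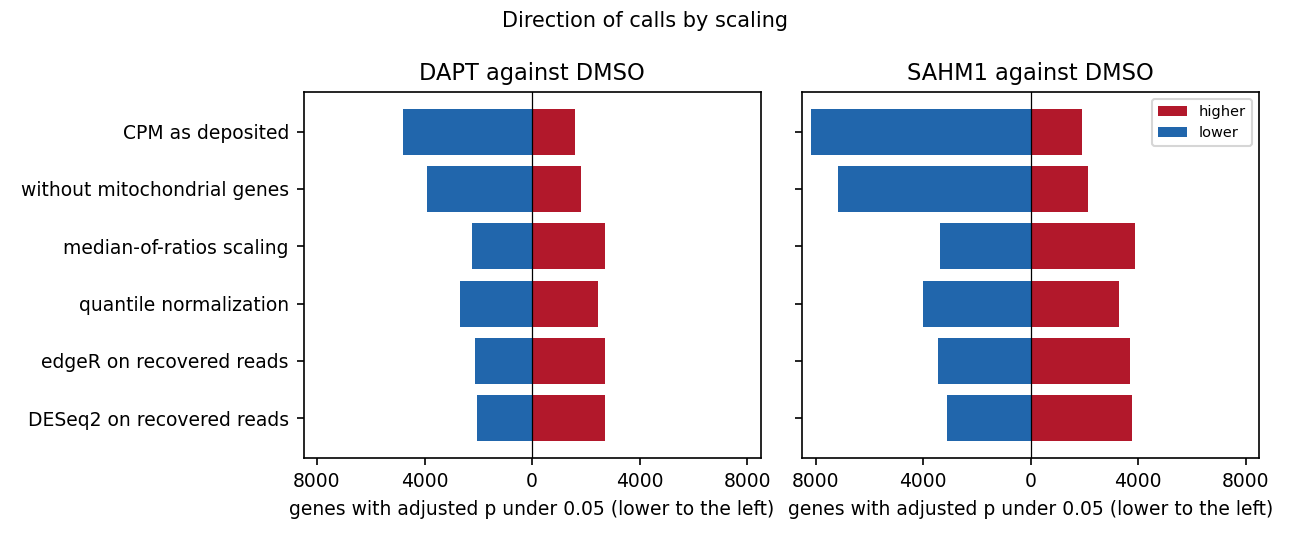
Number of genes with an adjusted p under 0.05, higher (right) and lower (left), for each inhibitor against DMSO under 6 ways of scaling or testing. On the deposited CPM scale 4814 and 8172 genes were lower, against 2241 and 3381 under median-of-ratios scaling.

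The 2 inhibitors act at different steps of one pathway, so their effects were compared gene by gene. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson r 0.895 and Spearman rho 0.863. Both contrasts use the same DMSO libraries, and 100 simulations of unchanged groups against shared controls gave a mean r of 0.500, ranging from 0.485 to 0.514. With a different DMSO library for each inhibitor, r was 0.772 and 0.802 for the 2 assignments. The fold changes had the same sign for 86.0% of genes, against a mean of 66.7% in the simulations. The simulations held no shift common to all genes, whereas the medians of all genes here were -0.15 for DAPT and -0.27 for SAHM1. The share of equal signs therefore does not separate agreement gene by gene from such a common shift. In all, 5864 genes passed the threshold in the same direction under both inhibitors, 1332 higher and 4532 lower, where no simulation gave more than 3. Median-of-ratios scaling gave 4258 such genes, 2440 higher and 1818 lower. Of the DAPT calls, 91.6% were also SAHM1 calls, and the fold change was larger in size under SAHM1 for 80.8% of the genes called in the same direction. The median ratio of the DAPT to the SAHM1 fold change in these genes was 0.786. This ratio and the share of 80.8% are on the deposited scale, where all genes also shifted more under SAHM1, so both may be owed in part to scaling. ID3 (ENSG00000117318), named after its values were seen, was the 1 gene called in opposite directions, with a log2 fold change of -0.35 for DAPT (limma adjusted p 0.0187) and 1.31 for SAHM1 (limma adjusted p 3.62e-08). Its fall under DAPT is on the deposited scale, where the median of all genes was itself -0.15, and ID3 was not followed under other scalings. The mean of both inhibitors differed from DMSO in 9766 genes by limma with Benjamini-Hochberg adjustment, 2023 higher and 7743 lower, and in 7297 under median-of-ratios scaling, 3854 higher and 3443 lower.

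**Figure D3:**
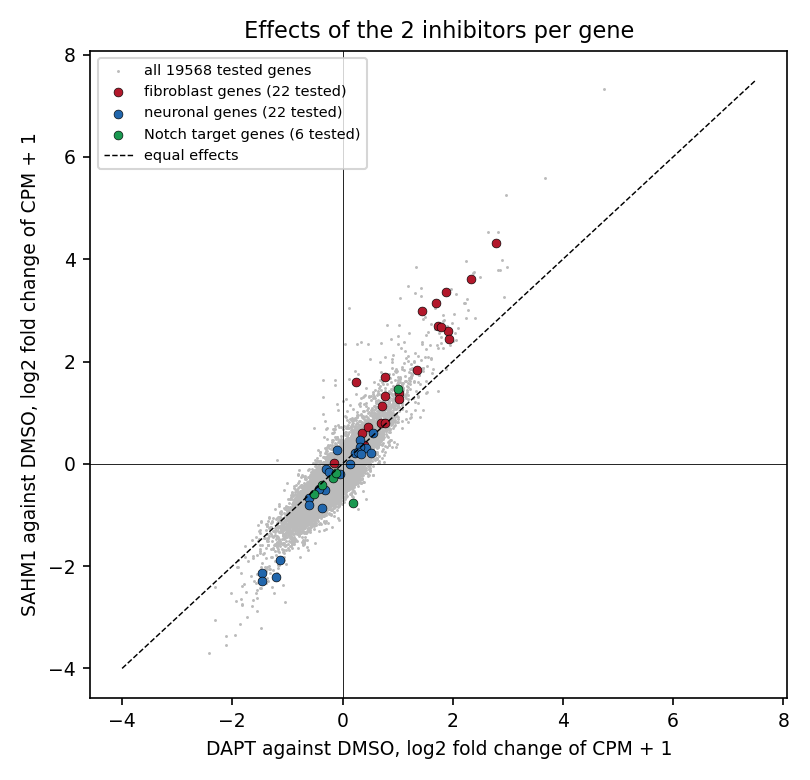
Log2 fold change of each tested gene under DAPT (horizontal axis) and SAHM1 (vertical axis) against DMSO, with 3 gene lists in colour and a dashed line of equal effects. Most fibroblast genes lie above the line, and the correlation across genes was 0.895.

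The direct comparison of DAPT with SAHM1 tested whether the inhibitors differed. limma with Benjamini-Hochberg adjustment called 801 genes, 449 higher and 352 lower under DAPT. Median-of-ratios scaling gave 824 genes, 125 higher and 699 lower, and the median fold change of all genes moved from 0.11 to -0.005. Of these genes, 476 were called in the same direction on both scales. The count was 133 without the trend in the variance prior and 102 when every gene with any read was tested. A 2-fold difference was reached by 96 genes, and by 154 without SAHM1 replicate 2. The 5 largest values in favour of DAPT were in SEZ6L, LHFPL4, SCG3, KCNH6 and XKR7, all of which were higher still under DMSO. LHFPL4 (ENSG00000156959) was 10.6 ± 1.002 CPM under DMSO, 4.57 ± 0.00941 under DAPT and 0.772 ± 0.102 under SAHM1, KCNH6 (ENSG00000173826) was 25.5 ± 1.60, 7.996 ± 0.845 and 2.62 ± 0.167, and XKR7 (ENSG00000260903) was 7.04 ± 1.22, 2.37 ± 0.297 and 0.380 ± 0.0588. The 5 largest values in favour of SAHM1 were in LBP, CCL8, C3, APOD and PLA2G2A. LBP (ENSG00000129988) had 3 and 5 reads under DAPT and 8.34 ± 6.19 CPM under SAHM1. The complement gene C3 (ENSG00000125730) was 3.04 ± 0.217 CPM under DAPT and 22.1 ± 2.57 under SAHM1, APOD (ENSG00000189058) was 26.2 ± 5.88 and 131 ± 10.4, and PLA2G2A (ENSG00000188257) was 0.169 ± 0.177 and 4.71 ± 0.693. Of the Notch targets, HEY2 was higher under DAPT than SAHM1 by 0.97 (limma adjusted p 0.0154). HES1 differed by -0.46 (limma adjusted p 0.104), and by -0.26 without DAPT replicate 2. Adjusted over the list alone, HES1 also passed (limma adjusted p 0.0262), and the count of targets was 2. Under median-of-ratios scaling the HES1 difference was -0.58 (limma adjusted p 0.0347).

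Gene lists fixed in advance were tested to ask whether the inhibitors shifted neuronal, fibroblast or other programmes. With camera in limma (inter-gene correlation 0.01, adjusted over 10 lists and 4 contrasts), 4 lists shifted for DAPT, 5 for SAHM1 and 3 between the inhibitors. The largest shift past the threshold was in fibroblast genes, with a relative median of 1.17 for DAPT (camera in limma, adjusted p 2.14e-23) and 1.91 for SAHM1 (camera in limma, adjusted p 3.42e-28). Of these 22 genes, 19 were higher and 0 lower under DAPT, and 21 higher and 0 lower under SAHM1, with 0 lower also at an unadjusted p under 0.05. Adjusted over the list alone, 20 and 21 passed. COL3A1 showed the largest changes, with log2 fold changes of 2.79 and 4.31, and TWIST1 did not pass the threshold in either contrast. The list was lower under DAPT than under SAHM1 by a relative median of -0.64 (camera in limma, adjusted p 8.09e-27).

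Interferon response genes had relative medians of 0.68 (camera in limma, adjusted p 1.19e-06) and 0.92 (camera in limma, adjusted p 6.00e-09), with 8 higher and 1 lower of 14 genes under DAPT and 11 higher and 0 lower under SAHM1. At an unadjusted p under 0.05, 1 was lower under SAHM1. Adjusted over the list alone, 10 and 11 passed. Neurite and axon extension genes had relative medians of 0.41 (camera in limma, adjusted p 9.14e-05) and 0.49 (camera in limma, adjusted p 9.14e-05). Of their 31 genes, 14 were higher and 6 lower under DAPT, and 14 higher and 7 lower under SAHM1, and adjusted over the list alone 22 and 22 passed. Under both inhibitors 13 were higher and 6 lower, against 16 higher and 1 lower under median-of-ratios scaling. DCC, GAP43 and STMN2 were among the higher ones, with log2 fold changes of 1.30, 0.88 and 0.88 for DAPT and 2.02, 1.15 and 1.12 for SAHM1, and L1CAM was lower, at -1.27 and -2.40.

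Contractile genes had relative medians of 0.33 (camera in limma, adjusted p 0.0414) and 0.41 (camera in limma, adjusted p 0.0132), which were 0.19 without DAPT replicate 2 and 0.27 without DMSO replicate 1. Under median-of-ratios scaling neither was past the threshold, with camera adjusted p in limma of 0.0713 and 0.0622. Of the 11 contractile genes, 5 were higher and 1 lower under DAPT, and 5 higher and 3 lower under SAHM1. Adjusted over the list alone, 6 and 8 passed. Cell cycle genes had a relative median of 0.22 for DAPT (camera in limma, adjusted p 0.181) and 0.45 for SAHM1 (camera in limma, adjusted p 0.0042), and the inhibitors differed by -0.18 (camera in limma, adjusted p 0.0045). With genes of a mean of at least 5 CPM, neither the SAHM1 shift nor the difference between the inhibitors, then -0.11, was past the threshold (camera in limma, adjusted p 0.0976 for both). Of the 14 cell cycle genes, 0 were higher and 1 lower under DAPT, and 4 higher and 1 lower under SAHM1. At an unadjusted p under 0.05, 2 were higher and 2 lower under DAPT. Adjusted over the list alone, 1 and 5 passed. Interferon genes differed between the inhibitors by -0.31 (camera in limma, adjusted p 3.55e-05).

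The neuronal list was not called by camera, with relative medians of -0.02 for DAPT and 0.14 for SAHM1 (camera in limma, adjusted p 0.913 and 0.700), and its genes went both ways. These medians ran from -0.0609 to 0.0214 and from 0.0848 to 0.189 across fits that each left out one library. Of the 22, 4 were higher and 9 lower under both inhibitors, against 8 higher and 5 lower under median-of-ratios scaling, and adjusted over the list alone 15 and 15 passed. Notch pathway components, proneural factors and cholesterol synthesis genes were not called either, with camera adjusted p in limma of 0.850, 0.299 and 0.550 for DAPT and 0.515, 0.654 and 0.766 for SAHM1. Their relative medians for DAPT and SAHM1 were 0.05 and 0.005 for pathway components, -0.35 and -0.12 for proneural factors, and 0.01 and -0.01 for cholesterol genes. Without DMSO replicate 2 the pathway medians were 0.005 for DAPT and -0.09 for SAHM1. The cholesterol median was -0.03 for DAPT without DAPT replicate 1, and 0.02 for SAHM1 without DMSO replicate 1. Without DMSO replicate 1 the proneural medians were -0.17 and 0.06. With genes of a mean of at least 5 CPM they were -1.68 and -2.49 (camera in limma, adjusted p 0.0976 and 0.128), but 1 gene of this list was left, NEUROD4, named after its values were seen. It fell from 13.04 ± 0.234 CPM to 2.96 ± 0.396 under DAPT and 1.10 ± 0.361 under SAHM1. Adjusted over the list alone, 8 and 11 of 26 pathway components, 3 and 3 of 6 tested proneural factors and 6 and 12 of 17 cholesterol genes passed. Of the camera calls, the fibroblast and interferon lists also passed with fry in all 3 contrasts and the cell cycle list for SAHM1, while the neurite and contractile lists and the cell cycle difference between the inhibitors did not. fry in limma tests a list against no change and not against other genes, and it called several lists that camera did not. Its adjusted p for DAPT and SAHM1 was 0.0378 and 0.0107 for pathway components, 0.0275 and 0.0132 for proneural factors, and 0.0324 and 0.0120 for neuronal genes. For cholesterol genes it was 0.0552 for DAPT and 0.0298 for SAHM1, and for pathway components between the inhibitors it was 0.0285. With the correlation between genes estimated from the data, camera called 0 lists. The smallest adjusted p of camera in limma was then 0.0873, and 2, 3 and 3 lists had an unadjusted p under 0.05 in the 3 contrasts.

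**Figure D4:**
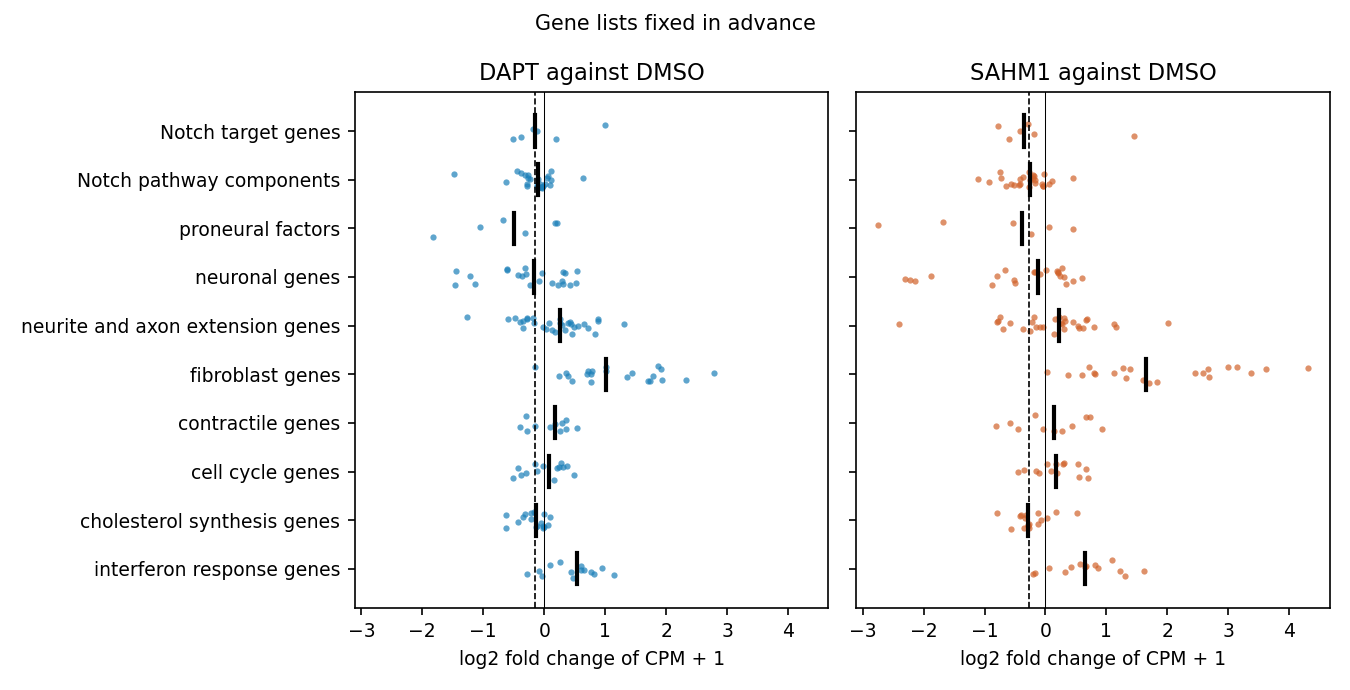
Log2 fold change of each tested gene of the 10 lists under each inhibitor against DMSO, with list medians (thick lines) and the median of all genes (dashed line). The fibroblast medians were 1.02 for DAPT and 1.65 for SAHM1, and neuronal genes spread to both sides of the dashed line.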

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

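CPM without mitochondrial genes and edgeR without TMM scaling were the alternatives chosen only after the results were seen. Genes and lists were followed only in the contrasts where their values are reported, and some values near 0 were left out of this table after they had been seen. Among single genes and lists other than Notch targets, the values past or short of the threshold kept their direction and side in most alternatives. The exceptions came mostly from the scaling of libraries, the filter on low values and the list test.

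The count of genes called stayed within 1.5 times the reported value for SAHM1 and for the mean of both inhibitors under every alternative. With no filter on low values it fell to 3212 for DAPT and 102 for DAPT against SAHM1, and the count called the same way under both inhibitors fell to 3023, in a test of 48067 genes. eBayes without trend gave 133 for DAPT against SAHM1, and the cause was not tested. The total moved less under scaling than the direction did. Higher calls for DAPT made up 24.8% on the deposited scale, 54.9% under median-of-ratios scaling, 47.9% under quantile normalization, 56.2% with edgeR and 56.9% with DESeq2. For SAHM1 these shares were 18.9%, 53.4%, 45.2%, 51.7% and 54.9%. For DAPT against SAHM1 they were 56.1%, 15.2%, 26.2%, 19.7% and 17.7%, with 43.3% in a fit of only the groups compared. edgeR without TMM scaling returned to 25.3%, 19.1% and 55.8%, so against DMSO the scaling and not the count model moved the direction. For DAPT against SAHM1 the share also moved without a change of scaling, to 18.6% without a filter, 26.3% with eBayes without trend and 49.2% with a pseudocount of 5, and the cause was not tested.

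Counts of 2-fold differences followed the pseudocount by its construction. Under median-of-ratios scaling 496 were higher and 252 lower for the mean of both inhibitors, against 310 and 483, and 16 were higher and 102 lower for DAPT against SAHM1, against 24 and 72. For DAPT, SAHM1, DAPT against SAHM1 and the mean of both inhibitors, the counts were 1286, 2398, 368 and 1699 with a pseudocount of 0.1. With a pseudocount of 5 they were 152, 429, 46 and 258. For DAPT against SAHM1, 235 were higher and 133 lower with a pseudocount of 0.1, and 1 higher and 45 lower with 5. More were also higher than lower there without SAHM1 replicate 2, but not when any other library was left out. This split therefore did not depend on scaling alone. edgeR gave 1280, 2143, 405 and 1600, DESeq2 gave 1282, 2138, 411 and 1602, and edgeR without TMM scaling gave 1374, 2534, 450 and 1822. With genes of a mean of at least 5 CPM the counts were 294, 727 and 466 for DAPT, SAHM1 and the mean, from fewer genes tested. Across fits that each left out one library, the counts ran from 562 to 588 for DAPT, 1272 to 1417 for SAHM1, 107 to 154 for DAPT against SAHM1 and 787 to 853 for the mean.

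The correlation of the 2 inhibitor effects was 0.876 and 0.914 with pseudocounts of 0.1 and 5, 0.872 without a filter, 0.922 with a mean of at least 5 CPM, 0.894 under median-of-ratios scaling, 0.873 with edgeR, DESeq2 and edgeR without TMM scaling, and 0.892 without mitochondrial genes. It ran from 0.856 to 0.900 across fits that each left out one library. The replicate-wise values, 0.850 and 0.851, had a spread of 0.001, but both lay below the reported 0.895. That spread of 2 values is therefore no measure of noise for these steps, and their cause was not tested.

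The number of Notch target genes past the threshold for DAPT was 1 with a pseudocount of 0.1, without a filter, under both scalings, with eBayes without trend, with edgeR with and without TMM and without mitochondrial genes. For SAHM1 it was 2 without a filter, with median-of-ratios scaling and with edgeR, 1 under quantile normalization, and 3 with eBayes without trend and without mitochondrial genes. For the mean of both inhibitors it was 1 without a filter, under both scalings and with edgeR, and 2 with eBayes without trend and without mitochondrial genes. For DAPT against SAHM1 it was 2 with median-of-ratios scaling and edgeR. It was 0 without a filter, with a mean of at least 5 CPM and with eBayes without trend, where 2, 1 and 2 genes had an unadjusted p under 0.05. HES1 kept its rise against DMSO past the threshold for both inhibitors in all of these. The filter on a mean of at least 5 CPM removed HEY2, the 1 target called for DAPT against SAHM1, so the count of 0 there follows from that filter. The cause of the other losses was not tested, apart from the scaling.

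Some directions reversed. NOTCH3 for SAHM1 was past the threshold at -0.29 as reported. Under median-of-ratios scaling DTX1 was 0.0328 for DAPT and 0.0669 for SAHM1, NOTCH3 was 0.0021 for SAHM1 and cholesterol genes were 0.0268 for SAHM1. Under quantile normalization DTX1 was 0.0379 and 0.0989, and with edgeR it was 0.0391 and 0.0615. HEY2 for DAPT was -0.0881 without DAPT replicate 1, and ran from -0.0881 to 0.483 across fits that each left out one library. Without a filter, the relative medians were -0.0805 for Notch targets, -0.0739 for pathway components and -0.104 for cholesterol genes for DAPT, -0.170 for pathway components and -0.0711 for neuronal genes for SAHM1, and 0.0186 for Notch targets between the inhibitors. Of these, pathway components for SAHM1 and cholesterol genes for DAPT were then past the threshold, with camera adjusted p in limma of 0.0209 and 0.0375. With a pseudocount of 5 they were -0.0189 for Notch targets, 0.00382 for neuronal genes and -0.00527 for cholesterol genes for DAPT, and -0.00428 for pathway components for SAHM1. With a pseudocount of 0.1 cholesterol genes were 0.0245 for SAHM1. With a mean of at least 5 CPM, Notch targets were -0.0264 and neuronal genes 0.0594 for DAPT. Without a filter, the cholesterol and neuronal lists kept all their genes, and only the median of all genes moved, from -0.15 to -0.03 for DAPT and from -0.27 to -0.06 for SAHM1. The cause of the other reversals was not tested, apart from the scaling.

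Camera with an estimated correlation called 0 lists in each of the 4 contrasts, where 2, 3, 3 and 2 lists had an unadjusted p under 0.05, and without a filter camera called 5 lists for DAPT against SAHM1. Over all alternatives, single genes gave 676 values on the same side of the threshold or within the replicate spread, 29 weaker, 2 stronger, 27 moved and 8 reversed, and lists gave 268, 22, 7, 25 and 14.

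Replicate numbers showed little sign of pairing the libraries: the correlations of the deviations of same-numbered libraries were -0.03 for DMSO and DAPT, 0.01 for DMSO and SAHM1, and 0.11 for DAPT and SAHM1. A model with the replicate block gave 6674 genes for DAPT, 10282 for SAHM1, 1123 for DAPT against SAHM1 and 9998 for the mean. Without the block the counts were lower, at 6403, 10072, 801 and 9766, so an effect shared by same-numbered libraries is not excluded. HEY1 under SAHM1 had a limma adjusted p of 0.0510 with the block, and over its alternatives the values ran up to 0.577. The block changed no other call among the genes and lists that were followed through the alternatives. Other genes and lists reported here were not refitted with it. With 2 libraries per group, genes near the floor such as LBP, with 3 and 5 reads under DAPT, carry a fold change that depends on the pseudocount, from -5.24 with a pseudocount of 0.1 to -1.31 with a pseudocount of 5.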

Other observations

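The tests of library scaling, of a lower share of neurons, of library composition and of the mitochondrial share were chosen only after the results they address were seen, and the other tests were written down before their values were computed. The tests of microRNA sites, immediate early genes, BMP targets, composition and nuclear RNA were read with more caution after their values were seen. The miR-9-3p site was corrected after values from a wrong heptamer had been seen.

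Fibroblast genes were higher under both inhibitors. Library scaling did not remove this, since the smallest median of the list over 3 scalings and both inhibitors was 1.02. GC content and gene length did not either, since the smaller median after the loess correction was 1.14, against a replicate SD of 0.194. Several explanations stay open. A larger share of unconverted fibroblasts may contribute: 20 abundant fibroblast transcripts outside the matrix gained a median of 72.6 CPM under SAHM1, against 112 for the fibroblast list, and 15 of the 20 were higher and 0 lower under DAPT and 17 higher and 2 lower under SAHM1. The 2 lower ones, named after they were seen, were PFN1 at -0.63 (limma adjusted p 0.00898) and CAVIN1 at -0.31 (limma adjusted p 0.00828). They decide nothing on the share: PFN1 was -0.13 without SAHM1 replicate 1 and -1.14 without SAHM1 replicate 2, CAVIN1 equalled a relative change of -0.04, and under median-of-ratios scaling their limma adjusted p was 0.122 and 0.901. At an unadjusted p under 0.05, 1 was lower under DAPT and 3 under SAHM1. Their median of 115 CPM under DMSO hides a small share, so this cannot be told apart from a change within the converted cells. Levels named after they were seen pointed both ways, with SPARC rising from 1689 to 6035 CPM, VIM from 27.1 to 48.2 CPM, TWIST1 at 37.3 and 37.9 CPM, and TAGLN falling from 4.98 to 2.98 CPM. Weaker repression by the conversion microRNAs may also contribute. Genes with a miR-124-3p site shifted by 0.03 under both inhibitors, the smaller shift being 0.0289, above 74% and 95% of control heptamers for DAPT and SAHM1, which decides nothing. Sites of miR-9-5p lay above 79% and 84% of their controls and sites of miR-9-3p above 32% and 24%. An effect of Notch inhibition itself, and other effects common to both treatments such as handling or toxicity, also stay open and were not tested apart from the treatment.

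HES1 rose under both inhibitors while HEY1 and HEYL fell. The rise runs against what blocking Notch would do to a gene that Notch activates. HES1 therefore does not show that the pathway was inhibited. The treatment labels were taken as given and could not be checked from these values. The rise of HES1 was not made by library scaling, since its smallest log2 fold change over the scalings was 1.005. The falls of HEY1 and HEYL may be owed in part to scaling, since their smallest adjusted p under median-of-ratios scaling and quantile normalization was 0.148 in limma, although the direction stayed lower. HES1 also responds to other signals. Immediate early genes were called higher for SAHM1 (camera in limma, adjusted p 0.00446, percentile 98.6 of matched random lists) but not for DAPT (camera in limma, adjusted p 0.148, percentile 52.0). They went both ways, with 3 of 13 genes higher and 1 lower for DAPT and 5 higher and 1 lower for SAHM1, so such a response stays open. BMP target genes did not rise as a list (larger camera adjusted p in limma 0.852), with 1 higher and 5 lower of 10 for DAPT and 1 and 4 for SAHM1. Under median-of-ratios scaling the split was 1 higher and 4 lower for DAPT and 2 higher and 3 lower for SAHM1. Under quantile normalization it was 1 and 3 for DAPT and 2 and 3 for SAHM1. More were lower than higher each time, but the genes went both ways. ID3 was not on this list, which held ID1, ID2 and ID4, and its log2 fold change was -0.35 for DAPT and 1.31 for SAHM1. A signal through BMP therefore cannot be told apart from none.

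Neuronal genes moved apart. A lower share of neurons alone would lower genes that only neurons express. At least 30.8% of the neuronal genes called the same way under both inhibitors were higher, whichever of 3 scalings was used. On the deposited scale, 13 neurite genes were higher under both against 6 lower. Which of these genes fibroblasts also express was not measured, so a lower share of neurons cannot be excluded. A candidate explanation for the genes that fell is stronger repression by REST, a repressor of neuronal genes. The median of 18 tested REST target genes lay at percentile 0 of 10000 random lists matched on expression for both inhibitors, 15 were lower under DAPT and 16 under SAHM1, and 0 were higher, also at an unadjusted p under 0.05. Under median-of-ratios scaling 13 were lower and 1 higher under both inhibitors. These genes encode largely synaptic and secretory proteins, so the test does not separate REST from another cause that lowers such genes. REST mRNA itself fell by 0.10 on the log2 scale under DAPT and fell by 0.19 under SAHM1, with limma adjusted p of 0.406 and 0.0850, but relative to the median of all genes it rose by 0.05 and 0.08. Under median-of-ratios scaling it was 0.06 and 0.10 with limma adjusted p of 0.667 and 0.413, so REST mRNA passed the threshold in neither direction.

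More genes were lower than higher under both inhibitors on the deposited scale. A larger share of mitochondrial reads explains part of this at most: without mitochondrial genes, the median fold change of all genes was still -0.11 for DAPT and -0.22 for SAHM1, with replicate SDs of 0.0033 and 0.0191. A larger share of nuclear RNA in the DMSO libraries stays open. The median of 10 nuclear-retained RNAs lay at percentile 97.2 and 93.7 of random lists, and camera in limma called the list higher for both (adjusted p 0.00864 and 0.0249), which goes against this explanation. The genes went both ways, however, with 4 higher and 2 lower for DAPT and 4 higher and 3 lower for SAHM1. MALAT1 and NEAT1 rose by 0.75 and 0.75 on the log2 scale under SAHM1, while KCNQ1OT1, SNHG14 and OIP5-AS1 changed by -0.67, -0.58 and -0.34. The share of reads from lncRNA genes was 2.66% under DMSO, 2.47% under DAPT and 2.30% under SAHM1. Composition of the libraries stays open. Under median-of-ratios scaling 53.4% of SAHM1 calls were higher, but that scaling centres the typical gene by construction and cannot show whether most genes fell. The gain in CPM was concentrated, with 35 genes making up 50% of it for DAPT and 39 for SAHM1, and mitochondrial genes supplied 29.2% and 24.9%. CPM values cannot separate a fall of many genes from a rise of a few, and no spike-in was used here.

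The correlation of the 2 inhibitor effects was not owed to the shared DMSO libraries alone, since it was still 0.772, the smaller of the 2 values, when each inhibitor was set against a different DMSO library. Effects common to both treatments other than Notch inhibition, such as handling or toxicity, stay open and were not tested.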
